# Differential Roles of ERα and ERβ in Normal and Neoplastic Development in the Mouse Mammary Gland

**DOI:** 10.1371/journal.pone.0113175

**Published:** 2014-11-18

**Authors:** Rajendra G. Mehta, Michael Hawthorne, Rajeshwari R. Mehta, Karen E. O. Torres, Xinjian Peng, David L. McCormick, Levy Kopelovich

## Abstract

The present experiments were performed to determine the roles of estrogen receptors α and β (ERα and ERβ) in normal and neoplastic development in the mouse mammary gland. In wild-type mice, *in* *vivo* administration of estradiol (E) + progesterone (P) stimulated mammary ductal growth and alveolar differentiation. Mammary glands from mice in which the ERβ gene has been deleted (βERKO mice) demonstrated normal ductal growth and differentiation in response to E + P. By contrast, mammary glands from mice in which the ERα gene has been deleted (αERKO mice) demonstrated only rudimentary ductal structures that did not differentiate in response to E + P. EGF demonstrates estrogen-like activity in the mammary glands of αERKO mice: treatment of αERKO mice with EGF + P (without E) supported normal mammary gland development, induced expression of progesterone receptor (PR), and increased levels of G-protein-coupled receptor (GPR30) protein. Mammary gland development in βERKO mice treated with EGF + P was comparable to that of wild-type mice receiving EGF + P; EGF had no statistically significant effects on the induction of PR or expression of GPR30 in mammary glands harvested from either wild-type mice or βERKO mice. *In* *vitro* exposure of mammary glands to 7,12-dimethylbenz[a]anthracene (DMBA) induced preneoplastic mammary alveolar lesions (MAL) in glands from wild-type mice and βERKO mice, but failed to induce MAL in mammary glands from αERKO mice. Microarray analysis of DMBA-treated mammary glands identified 28 functional pathways whose expression was significantly different in αERKO mice versus both βERKO and wild-type mice; key functions that were differentially expressed in αERKO mice included cell division, cell proliferation, and apoptosis. The data demonstrate distinct roles for ERα and ERβ in normal and neoplastic development in the mouse mammary gland, and suggest that EGF can mimic the ERα-mediated effects of E in this organ.

## Introduction

Estrogen action in target tissues is mediated by binding to specific nuclear receptors, estrogen receptors α and β (ERα and ERβ) [1]. ERα and ERβ are ligand-regulated transcription factors, and each has several isoforms; these receptors play key roles in the regulation of cell proliferation and differentiation in the breast, uterus, and other tissues [2]. Following estrogen binding, ERs bind to estrogen response elements (EREs) in the promoter regions of estrogen-responsive genes [3], resulting in a cascade of downstream responses.

Although murine ERα and ERβ demonstrate 97% sequence homology at the DNA binding domain [4], the two receptors are clearly distinct. The genes for ERα and ERβ are located on different chromosomes [5]; the two receptors demonstrate different distribution patterns in estrogen target tissues; and the receptors appear to regulate transcription via different mechanisms. ERα and ERβ also have different ligand binding affinities and respond independently to ligand binding [6]. Most importantly, activation of ERα results in substantially different effects in estrogen target tissues than does activation of ERβ).

The contrasting effects of ERα activation and ERβ activation appear to be both organ-specific and context-dependent [6]. In the normal breast, ERβ is more abundant than is ERα; recent data suggest that high levels of ERβ can down-regulate the expression of ERα [7]. Activation of ERα supports cell proliferation in the breast and other tissues [8]; ERα content has been proposed as a marker to distinguish hormone-dependent breast cancers from hormone-independent breast cancers [5]. By contrast, activation of ERβ is antiproliferative in the breast and other tissues [9]. Because ERα and ERβ demonstrate both qualitative and quantitative differences in activity, understanding their distinct roles in normal and neoplastic mammary growth and development may provide insight into estrogen action in breast cancer, and may also identify useful molecular targets for breast cancer prevention and therapy.

Previous studies have demonstrated cross-talk between the ER and EGFR pathways in both normal and neoplastic development in the mammary gland [10]. Implantation of EGF pellets supports normal mammary gland differentiation in ovariectomized mice, as demonstrated by the development of terminal end buds [11]. In addition, EGF upregulates the expression of G-protein-coupled receptor 30. (GPR30) in two human breast cancer cell lines (SK-BR-3 and BT20) that are negative for ERα; GPR30 has been proposed to play a key role in the development of tamoxifen resistance in breast cancer cells [12]. In the uterus, estrogen upregulates EGFR, and EGF mimics the growth stimulatory activity of E [13], [14]. When considered as a whole, these data suggest that EGF mimicry of estrogen-mediated function(s) may result from (or be associated with) EGF up-regulation of GPR30 [15].

Although comparative studies of the roles of ERα and ERβ in breast cancer have most commonly been performed using ER+ and ER– cell lines as experimental models, αERKO and βERKO mice have been used to understand differential functions of ERα and ERβ [16]. Previous studies have indicated that in the absence of ERα mammary glands do not develop, only rudimentary primary duct is observed in mice, whereas mammary glands from young 3–4 week old female βERKO mice were indistinguishable from the control wild-type mice [17], [18]. However in βERKO mice where ERα is intact there is no adverse effect on the development of mammary glands [17]. Mammary carcinogenesis studies in ERKO mice have not been previously reported. Studies in mammary glands harvested from ERα knockout mice and ERβ knockout mice may provide additional insights into the distinct roles of ERα and ERβ in the development of normal and neoplastic mammary gland [4].

## Materials and Methods

### Estrogen Receptor Knockout (ERKO) Mice

Colonies of αERKO and βERKO mice were developed and maintained in our laboratories using breeding pairs provided through the courtesy of Dr. Dennis Lubahn (University of Missouri, Columbia, MO). Both ERKO models were originally developed on a C57BL6/129SV background; C57/BL6 mice were used in the present studies as wild-type (WT) controls. All mice were genotyped prior to use in order to confirm their ER status. This study was carried out in accordance with the recommendations in the Guide for the Care and Use of laboratory animals of the National Institute of health. The experimental design and protocol were approved by the IIT Research Institute’s Institutional Animal Care and Use Committee (IACUC).

### Mammary Gland Organ Culture (MMOC)

Procedures used to evaluate the effects of hormones, growth factors, and other agents on the *in* *vitro* differentiation of the mouse mammary gland and on the induction of preneoplastic lesions have been described in detail [19], [20]. Briefly, 4-week-old female mice (C57/BL, αERKO, or βERKO) that had been pretreated with 1 µg estrogen and 1 mg progesterone for 9 days were sacrificed by CO2 asphyxiation and thoracic pairs of mammary glands were excised aseptically. Mammary glands were then incubated on silk rafts in serum-free organ culture using chemically defined Waymouth medium.

### Effects of *in* *vivo* preconditioning with EGF on mammary gland differentiation in ERKO mice

In WT mice, *in* *vivo* pre-treatment with E (1 µg) and P (1 mg) is required to support mammary gland responsiveness to hormones in organ culture [16]. Because mammary ducts from αERKO mice are rudimentary and do not respond to hormones, we evaluated the effects of EGF (as a substitute for estrogen) on the *in* *vivo* expansion of mammary ducts in the empty fat pad. WT and ERKO mice were treated with 25 ng EGF+1 mg P daily for 5 consecutive days; mammary glands were collected and processed as whole mounts for evaluations of morphology (structural expansion of mammary ducts and formation of end buds). The effects of EGF + P on mammary gland morphology were compared to the effects of E + P.

### Effects of Hormones on Induction of Preneoplastic Mammary Lesions (Mammary Alveolar Lesions; MAL) by a Chemical Carcinogen

To study the effects of hormones on MAL development, freshly harvested mammary glands were incubated in Waymouth’s MB 752/1 medium supplemented with insulin (I; 5 µg/ml), prolactin (PRL; 5 µg/ml), aldosterone (A; 1 µg/ml), and hydrocortisone (F; 1 µg/ml) for 10 days (defined as the growth promotion phase). On Day 3 of the growth promotion phase, glands were exposed to the polycyclic aromatic hydrocarbon carcinogen, 7,12-dimethylbenz[a]anthracene (DMBA; 2 µg/ml) for 24 h. After completion of the 10-day growth promotion phase, glands were grown for an additional 14 days in medium containing insulin only (5 µg/ml; regression phase); the regression phase permits microscopic visualization of preneoplastic mammary alveolar lesions (MAL). At the end of the 24 day culture period, glands were fixed in formalin, stained with alum carmine, cleared in xylene, and evaluated microscopically [16]. Glands were scored for the incidence and multiplicity of MAL.

### Immunohistochemistry

Formalin-fixed, paraffin-embedded tissue sections (4 µm) were deparaffinized and rehydrated for immunohistochemistry. Antigen retrieval was performed by microwaving tissue sections in 10 mM citrate buffer for 6 min. After rinsing with PBS, nonspecific staining was blocked by incubating slides in blocking reagent (Vector Laboratories, Burlingame, CA). Tissue sections were incubated with primary GPR30 antibodies (Santa Cruz Biotechnology, Santa Cruz, CA), rinsed with PBS, and incubated with the appropriate biotinylated goat anti-rabbit/anti-mouse antibody (Vectashield Elite, Vector). Immunoreactivity was visualized using diaminobenzidine (Sigma-Aldrich, St Louis, MO) as a chromogen. Sections were counterstained with hematoxylin, and were examined microscopically.

### Microarray analyses

Mammary glands were collected from five mice per group (WT, αERKO, βERKO) and snap-frozen in liquid N2 for microarray evaluations using the Codelink Mouse Whole Genome Array (Applied Microarrays, Tempe, AZ). Mammary glands containing DMBA-induced MAL were harvested from WT and βERKO mice; because glands from αERKO mice were MAL-free, no samples could be harvested for molecular analysis.

Purified total RNA was extracted individually from each gland using the Ambion RiboPure RNA isolation kit (Life Technologies, Carlsbad, CA) and was quantitated using the OD260/280 ratio for each sample. Equal mass amounts of total RNA from each gland were pooled to yield a sample representing RNA from mammary glands from every mouse in each group. Arrays were hybridized at 37°C for 18 h in a shaking incubator, washed, and stained with Cy5-Streptavidin dye conjugate (Amersham Biosciences, Piscataway, NJ) for 30 min. Rinsed and dried arrays were scanned with a G2565.

Microarray Scanner (Agilent Technologies, Santa Clara, CA) at 5 µm resolution. Scanned images from arrays were processed using CodeLink Expression Analysis software (Applied Microarrays, Tempe AZ); data was analyzed using GeneSpring GX v7.3 software (Agilent Technologies, Santa Clara, CA). To compare individual expression values across arrays, raw intensity data from each probe were normalized to the median intensity of the array. Genes with values greater than background intensity in at least one group were evaluated using Principal Component Analysis (PCA) and hierarchical clustering to identify differences in global gene expression between groups. Genes were further filtered for >2 fold differential expression in each comparison (αERKO/WT, βERKO/WT, and αERKO/βERKO). Venn diagram analysis was used to identify overlaps of differentially expressed genes, and to identify MAL-specific genes that were responsive to ERα or ERβ. Signaling pathways enriched with differentially expressed genes were identified as those with overlap p values of <0.001 on a hypergeometric distribution.

Microarray data were also analyzed using Ingenuity Pathway Analysis software (Ingenuity Systems, Redwood City, CA). Comparative gene expression ratios were calculated for αERKO/WT, βERKO/WT, and αERKO/βERKO in order to identify ERα- and ERβ-responsive genes and enriched canonical pathways. Nodal networks containing ER or including cellular growth and proliferation functions were separated for each ERα-responsive and ERβ-responsive gene.

### qRT-PCR

Quantitative RT-PCR was performed as previously described [21], using the MyiQ real-time PCR detection system (Bio-Rad, Hercules, CA) and iQ SYBR Green PCR Supermix (Bio-Rad, Hercules, CA); assays were performed using manufacturer’s instructions. Progesterone receptor (PR) expression was analyzed by normalizing PR expression to the quantity of total RNA used for RT-PCR analysis. Primers used for PCR analysis of PR were 5′-ATGAAGCATCTGGCTGTCACTA-3′ (forward) and 5′-AAATAGTTATGCTGCCCTTCCA-3′ (reverse).

## Results

### Mammary gland development in response to estrogen + progresterone requires ERα but not ERβ

Previous studies have demonstrated that mammary gland development in untreated αERKO mice is rudimentary in comparison to mammary gland development in either WT mice or untreated βERKO mice [11]. To determine the effects of mammotropic hormones on mammary gland development in these mice, WT mice, αERKO mice, and βERKO mice were pretreated with E (1 µg) plus P (1 mg) for 9 days, and then cultured *in* *vitro* in the presence of growth promoting hormones. *In* *vivo* administration of E + P followed by the 10 days of *in* *vitro* incubation in organ culture induced mammary ductal expansion and formation of alveoli in both WT C57/BL6 mice (Figure 1, panel A) and βERKO mice (Figure 1, panel C). By contrast, pretreatment with E + P followed by *in* *vitro* incubation with growth promoting hormones failed to induce ductal expansion or end bud development in the mammary glands of αERKO mice (Figure 1, panel B). These results demonstrate that ERα is required to support the induction of normal mammary gland growth and development by E + P; by contrast, induction of mammary ductal expansion and end bud development land in response to pretreatment with E + P can occur in the absence of ERβ.

**Figure 1:**
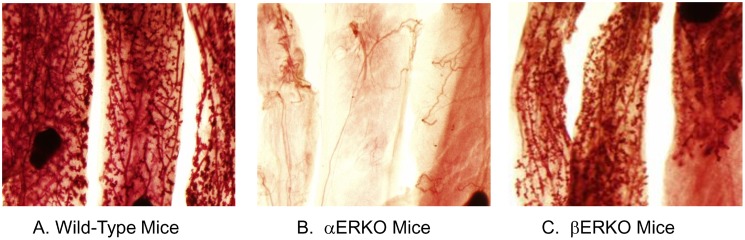
Effects of pretreatment with estradiol and progesterone on the mammary gland development in MMOC. WT, αERKO and βERKO mice were treated with 1 µg estradiol and 1 mg Progesterone subcutaneously for 9 days. The thoracic pairs of glands were dissected and cultured in serum free Weymouth’s medium for 10 days in the presence of insulin (1 µg/ml), prolactin (5 µg/ml), aldosterone (1 µg/ml) and hydrocortisone (1 µg/ml). Results show that αERKO mice pretreated with E and P do not respond to hormones, no ductal expansion or alveolar development is observed (panel B), whereas WT and βERKO mice respond to E plus P treatment and to hormones in MMOC.

### EGF can replace E in supporting normal mammary gland development

In consideration of the reported crosstalk between ER and EGFR in mammary epithelial cells [13] we hypothesized that EGF + P could replace E + P in stimulating mammary gland development *in* *vivo*. This hypothesis was addressed by comparing the effects of EGF + P on ductal expansion in mammary glands from WT mice, βERKO mice, and αERKO mice. As shown in Figure 2, WT mice (panel A) and βERKO mice (Panel C) responded to *in* *vivo* treatment with 25 ng EGF+1 mg P in a manner that was similar to their responses to E + P (Figure 1). Although the effects of EGF + P in αERKO mice were less prominent than were seen in either WT or βERKO mice, ductal expansion throughout the mammary fat pat was also seen in αERKO mice treated with EGF + P (Figure 2, panel B). This finding is in contrast to the lack of ductal expansion αERKO mice receiving *in* *vivo* treatment with E + P (Figure 1, panel B). These data suggest that EGF + P can substitute for E + P in inducing normal mammary gland growth and differentiation in both WT mice and in mice lacking ERα or ERβ.

**Figure 2:**
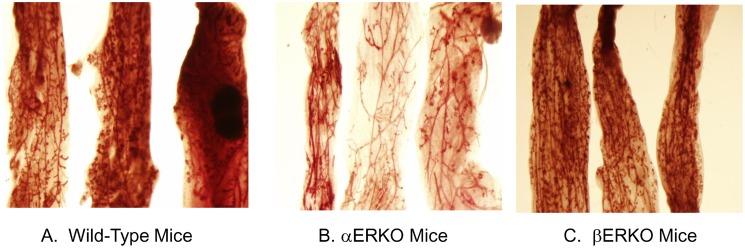
Effects of pretreatment with EGF and progesterone on the mammary gland development in MMOC. WT, αERKO and βERKO mice were treated with 25 ng EGF and 1 mg Progesterone for 5 days s.c. The glands were dissected and cultured in serum free Weymouth’s medium for 10 days in the presence of insulin (1 µg/ml), prolactin (5 µg/ml), aldosterone (1 µg/ml) and hydrocortisone (1 µg/ml). Results show that mice pretreated with EGF and P can replace pretreatment with Estradiol and progesterone for ERKO mice. A. WT, B. αERKO, C. βERKO Mice.

### EGF induces expression of progesterone receptor and GPR30 in αERKO mice

PR is an estradiol-inducible target gene [22]. To determine whether EGF can replace E in inducing *in* *vivo* expression of PR in the mammary gland, groups of WT, αERKO, and βERKO mice received daily subcutaneous injections of EGF (25 ng/dose) for five days. As seen in Figure 3, EGF induced a ∼4.5-fold increase in mammary PR expression in αERKO mice (p<0.01), but had no statistically significant effect on PR expression in mammary glands of either WT mice or βERKO mice. These data demonstrate that EGF can replace estradiol in supporting mammary gland development and the induction of estrogen-inducible genes (such as PR) in mice that lack ERα. By contrast, EGF had no significant effect on mammary gland development or PR induction in mice with intact ERα (WT mice and βERKO mice); this difference is likely to be the result of the near maximal stimulation of mammary gland development by ERα-mediated effects of E.

**Figure 3:**
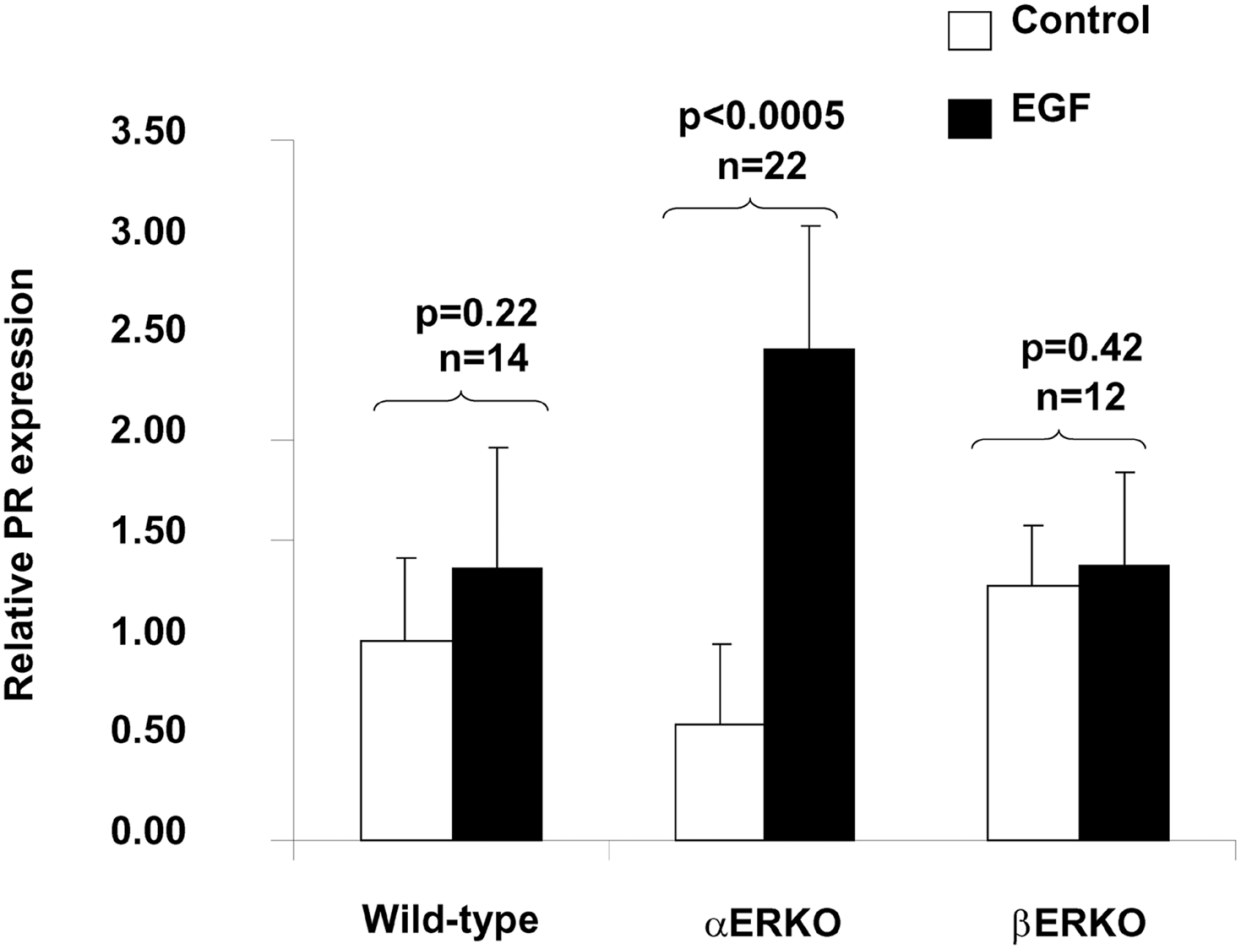
Effect of EGF treatment of mice on the progesterone receptor (PR) mRNA expression in the mammary glands. Mammary glands were isolated from WT, αERKO and βERKO mice pretreated with or without EGF (25 ng/mouse/day, 5 days) and homogenized in Trizol (Invitrogen). Total RNA was isolated and subjected to quantitative RT-PCR analysis. Primers were designed to recognize both PR-A and PR-B. PR mRNA levels in the control samples were set as 1 after normalized to the amount of total RNA. The results are expressed as a mean ± SEM, αERKO**p<0.0005 (n = 22) in comparison to control, whereas the induction of PR mRNA in WT and βERKO mice was not statistically significant between EGF treated and untreated glands (one-way ANOVA).

GPR30 is involved in EGF transactivation, and has been shown to mediate cell proliferation and other responses to estrogen [23]. To determine if EGF can substitute for E in inducing the expression of GPR30, groups of WT mice, αERKO mice, and βERKO mice received daily subcutaneous injections of EGF (25 ng/dose) for 5 days. As shown in Figure 4, while mammary glands from WT showed some expression of GPR30, both αERKO and βERKO mice did not show any immunostaining (brown) for GPR30. Despite a basal difference in GPR expression between the glands derived from WT and βERKO mice, administration of EGF to either WT or βERKO mice did not have any effect on the enhancement of GPR30 expression. By contrast, administration of EGF to αERKO mice resulted in enhanced immunostaining suggesting a substantial upregulation of GPR30 protein expression in mammary ducts and alveoli. These results are consistent with our results for the effects of EGF on PR expression (Figure 3), and provide further evidence that, in the absence of functional ERα, EGF may substitute for estradiol mediated action in the mammary gland.

**Figure 4:**
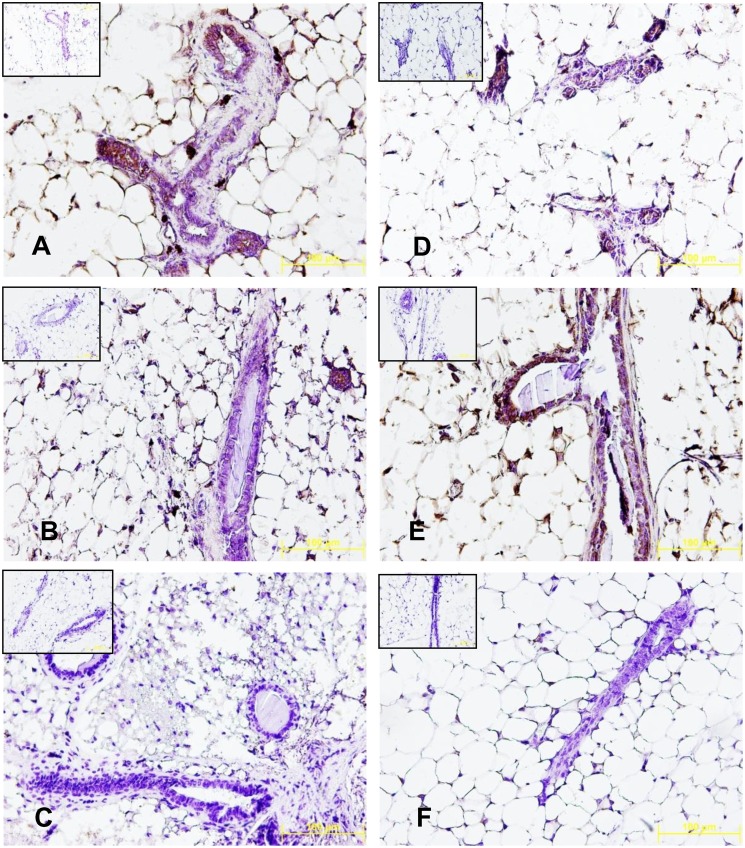
Effects of EGF on the induction of GPR30 by immunohistochemistry. C57 wild type, αERKO and βERKO mice were either injected with 25 ng EGF or vehicle subcutaneously daily for 5 days. The glands were dissected, fixed in formalin and 5 micron sections were processed for immunohistochemical staining. The sections were incubated with blocking reagent followed by GPR30 primary antibody and biotinylated secondary antibody. Antigen specific staining was visualized using DAB (brown) as a chromogen and nuclear counterstaining was done using hematoxylin (blue). Negative controls (sections not incubated with GPR30 antibodies) are shown as an inset for each condition. Results show that EGF induces GPR30 (brown) in the mammary glands of αERKO mice. A. Vehicle, Control; B. Vehicle, αERKO; C Vehicle, βERKO; D. EGF, Control; E. EGF, αERKO; F. EGF, βERKO.

### Functional ERα is necessary for the development of mammary preneoplastic lesions

In view of the activity of EGF in supporting normal mammary growth and development, it was of interest to determine whether EGF can replace E in supporting the induction of mammary preneoplastic lesions (MAL) by the chemical carcinogen, DMBA. The gross appearance of MAL induced in organ culture by DMBA in WT mice pretreated with EGF + P was very similar to MAL induced by DMBA in WT mice pretreated with E + P. Furthermore, as seen in Table 1, the number of MAL induced in WT mice receiving E + P or EGF + P (13.3±7.8 lesions per gland in WT mice treated with E + P versus 12.8±6.8 lesions per gland in WT mice treated with EGF + P) was similar, once again suggesting that EGF can substitute for estrogen pretreatment in these mice.

**Table 1:** Effects of EGF on the induction of DMBA-induced MAL in mammary glands.

Genotype	Treatment	Number ofGlands	Glands withMAL (%)	MAL/Gland(Multiplicity ± SD)
WT	E + P	3	3 (100)	13.4+7.8
	EGF + P	4	4 (100)	12.8+6.8
αERKO	EGF + P	6	0	0
βERKO	E + P	7	5 (71)	4.7+3.9
	EGF + P	5	4 (80)	3.8+3.0

Although fewer mammary preneoplastic lesions were seen in βERKO mice than in WT mice, MAL were identified in DMBA-treated glands collected from βERKO mice that had been pretreated with EGF + P (Table 1). By contrast, no MAL were identified in mammary glands from αERKO mice pretreated with EGF + P. These results indicate that a functional ERα is necessary for MAL formation, and suggest that although EGF can support normal mammary ductal extension in the absence of E, EGF cannot support MAL formation.

### Differential Gene Expression in Mammary Glands from WT mice, αERKO mice, and βERKO mice

Patterns of gene expression in pooled RNA samples from cultured mammary glands from wild-type mice, αERKO mice, and βERKO mice pretreated with EGF + P were compared by microarray analysis. 

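For each of the 3 groups, equal amounts of RNA from the glands of 5 mice were pooled, and the pool was hybridized to 1 CodeLink Mouse Whole Genome array, a 1-colour oligonucleotide array. The paper's methods list αERKO among the groups collected for arrays, and then state that αERKO glands, being free of MAL, gave no material for molecular analysis; an array titled αERKO is deposited. There are no replicate arrays, so no difference between groups given here has a replicate check. Glands were kept in organ culture for 24 days, with 10 days of growth promotion and 14 days of regression, and the paper gives 2 µg/ml DMBA on Day 3 for 24 h. The Figure S1 legend gives the pretreatment of the mice as 25 ng EGF and 1 mg progesterone daily for 5 days. The deposited sample descriptions, like the general protocol in the paper's methods, give 1 µg estradiol and 1 mg progesterone for 9 days. The sample titles name DMBA for the WT array but not for the 2 knockout arrays. The deposited scanner tables give, for each of 34967 gene probes, the mean intensity of the spot less its local background, with the scanner software's call of the spot's quality. Spots were called good, that is, above background, for 23921 probes (68.4%) on the αERKO array, 24585 probes (70.3%) on the array labelled βERKO and 25956 probes (74.2%) on the WT array. The median intensity of the gene probes, after background subtraction, was 39.1 on the αERKO array, 42.3 on the array labelled βERKO and 51.5 on the WT array, and the median local background was 81, 80 and 81. Intensities were divided by the median of their array, as in the paper, with control spots left out of the median. Values at or below 0 (344 probes on the αERKO array, 323 on the array labelled βERKO and 265 on the WT array) were raised to the array's lowest value above 0 before log2 values were taken. Accessions of the probes were named through RefSeq's mouse gene table, and 14763 of the 15553 probes with a RefSeq accession matched a symbol.

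The targeted genes were examined on each array. A probe near background has only a bound, given as the brighter value over the higher of the lowest good value on the dim array and the dim probe's own value. The Esr1 probe (GE42492), for ERα, was good on the WT array, with a log2 normalized intensity of -1.02, and near background on both knockout arrays. It was at least 1.36-fold lower on the αERKO array and at least 1.52-fold lower on the array labelled βERKO than on the WT array, and it was good on 2 of the 5 arrays of wild-type glands. The Esr2 probe (GE1577274), for ERβ, was near background on the WT and αERKO arrays and good on the array labelled βERKO, with a log2 normalized intensity of 0.87. It was at least 6.69-fold brighter there than on the WT array and at least 5.05-fold brighter than on the αERKO array. The signal of this 1 probe thus goes against the label of this array. A transcript that remains in the knockout and is still bound by the probe was not tested, so the label is not shown to be wrong.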

Of 28,665 genes that were expressed above background levels, 8,141 genes were differentially expressed in mammary glands from αERKO mice versus mammary glands from βERKO mice (Figure S1). In addition, 7,190 genes were differentially expressed in mammary glands from αERKO mice versus WT mice, and 4,218 genes were differentially expressed in mammary glands derived from βERKO mice versus WT mice.

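Of the 34967 gene probes, 28740 were called good on at least 1 of the 3 arrays and were taken as above background; 20895 were good on all 3. Of the 28740, 8784 probes differed by more than 2-fold between the αERKO array and the array labelled βERKO, 3977 higher and 4807 lower on the αERKO array. Lower probes were the fewer when the arrays were scaled to their 75th percentile, with 4780 higher and 3745 lower. Among these 8784, 4775 probes were good on both arrays, 3348 were good on 1 of them and 661 were good only on the WT array. Of the 7742 probes near background on both arrays, 44.1% had values more than 2-fold apart. The alternative that moved the count by the largest ratio was normexp background correction with an offset of 50, which gave 3226 probes, and the one that moved it by the largest number was a 1.5-fold threshold, which gave 14612. Among genes whose probe was good on both arrays, the largest rises on the αERKO array were those of Tnnc2 (GE33821), with a log2 ratio of 8.74, and Pvalb (GE37056), with 8.31; Tnnc2 is on a list of skeletal muscle genes that was higher as a whole on the αERKO array. The largest falls were those of Gdf15 (GE35455), with a log2 ratio of -7.89, Gpx2 (GE42188), with -7.14, and Prl2c3 (GE119589), with -7.02. Another probe of Prl2c3 went the other way, with a log2 ratio of 0.37. The direction of these ratios rests on an array whose Esr2 signal goes against its label.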

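Between the αERKO and WT arrays, 7498 probes differed by more than 2-fold, 3444 higher and 4054 lower on the αERKO array (3997 higher and 3403 lower after scaling to the 75th percentile); 3916 of them were good on both arrays. Between the array labelled βERKO and the WT array, 4662 probes differed by more than 2-fold, 2167 higher and 2495 lower on the array labelled βERKO, and 1938 were good on both arrays. With dim values raised to the detection limit, 1508 were higher and 1409 lower. The spread of a log2 ratio between probes was estimated from pairs of probes for the same accession, both good on the 2 arrays compared. This spread holds no variation between pools or arrays, so it is not the error of a ratio between groups. Its SD was 0.61 over 517 probe pairs for αERKO against WT and 0.38 over 537 probe pairs for the array labelled βERKO against WT. In the first of these comparisons, the largest rises were those of Atp2a1 (GE33437), with a log2 ratio of 8.82, and Tnni2 (GE42586), with 8.49, both on the list of skeletal muscle genes. The largest falls were those of Saa3 (GE36035), with -7.00, and Hspe1 (GE42517), with -5.94. On the array labelled βERKO, whose Esr2 signal goes against its label, the largest rises against WT were those of Ly6d (GE35701), with a log2 ratio of 6.60, and Alkbh6 (GE1555369), with 5.32. The largest falls there were those of Thrsp (GE33810), with -5.70, Cyp2e1 (GE38104), with -5.55, and Hspe1, with -5.31. The Hspe1 probe was thus lower on both knockout arrays, and it is among the probes that stood apart on both knockout arrays together from all arrays of wild-type glands.

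**Figure D1:**
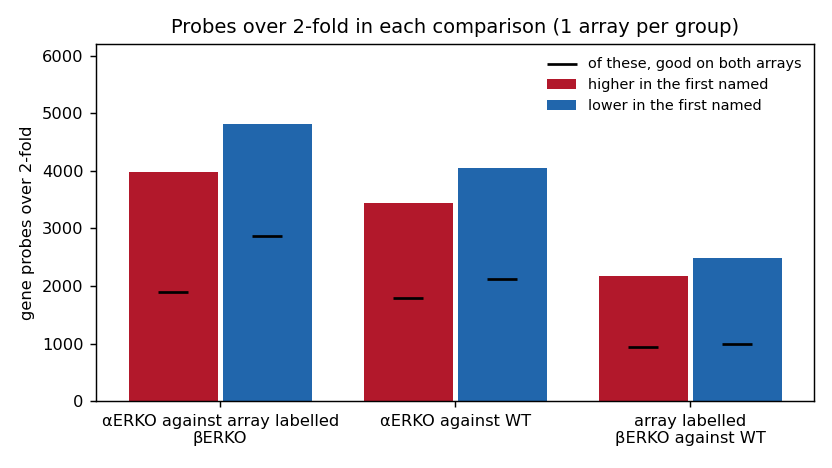
Number of gene probes over 2-fold higher (red) and lower (blue) in each comparison, 1 array per group, with the number good on both arrays as a black line. The array labelled βERKO against WT has the lowest counts, 2167 higher and 2495 lower.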

Hierarchical clustering was performed for 11,588 genes that were differentially expressed in at least one comparison (Figure S2, Panel A) and 3927 genes that were identified as ERα responsive (Figure S2, Panel B). 

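A total of 11620 probes differed by more than 2-fold in at least 1 of the 3 comparisons. ERα-responsive probes were taken, as in the Figure S2 legend, as those over 2-fold in both αERKO comparisons and not between the array labelled βERKO and WT, which gave 3854 probes, 1620 higher and 2234 lower on the αERKO array. Of these, 2121 were good on all 3 arrays. If the αERKO array and the array labelled βERKO were exchanged, the rule would give a smaller set that holds none of these probes. Both αERKO comparisons share the αERKO array, so some overlap arises with no difference between groups. In 20 simulations of 3 unchanged arrays, differences were drawn from the closest of the 21 pairs of deposited arrays. A mean of 724 probes met the same rule, and a mean of 4019 probes were over 2-fold in at least 1 comparison. The simulated αERKO and WT arrays differed for a mean of 2199 probes. The source pair itself differed for 2745 among probes good on at least 1 of its arrays, so the simulated means may be too low. Among ERα-responsive genes good on all 3 arrays, ranked by the smaller of the 2 log2 ratios, those highest on the αERKO array were Ttn (GE1484703), with 8.12, Mybpc2 (GE1424158), with 7.01, and Pgam2 (GE37334), with 6.99, which rose on an array where skeletal muscle genes were higher as a whole. Those lowest on it were Saa3, with -6.39, Lims1 (GE122117), with -4.11, and Pgf (GE34195), with -3.91.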

Principal Component Analysis (PCA) across samples was also performed using the 11,588 genes that were differentially expressed in at least one comparison (Figure S3).

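Over the probes that differed in at least 1 comparison, PCA of log2 normalized intensities centred per probe put 65.8% of the variance on component 1 and 34.2% on component 2. With 3 arrays, 2 components hold all of the variance. The share on component 1 rose most, to 79.2%, when linear normalized intensities replaced log2 values. Scores on that component were 1834 for αERKO, -362 for WT and -1472 for the array labelled βERKO. The array labelled βERKO thus lay far from WT on it too, so the higher share is not a stronger separation of αERKO alone.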

Pathway analysis of the 11,588 differentially expressed genes demonstrated significant enrichment of 28 pathways (hypergeometric p values of <0.001). Of these, differential expression of 9 pathways was specific to αERKO mice. These included MAP kinase signaling pathway as well as signaling molecules affecting apoptosis. On the other hand, differential expression of 4 pathways was specific to βERKO mice, which included C-21 steroid metabolism (Table 2). 

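The gene sets behind the paper's pathway analysis are not used here. In their place, 12 lists of genes named after pathways of Table 2 were written by hand, and no hypergeometric p-value was computed, since genes on 1 array per group are not replicates. For each list, the share of its genes over 2-fold was set against 10000 random lists of the same size matched on mean expression, with each gene given by its brightest probe. Between the αERKO array and the array labelled βERKO, the median share of random lists lay between 28.6% and 39.4%. The highest shares in this comparison were 52.1% for tight junction, with 94 genes measured, and 51.9% for cytokine-cytokine receptor interaction, with 181 genes measured, both at the 100th percentile of random lists. Over genes good on both arrays, the second of these shares was 44.2%.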

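Of the lists named after the αERKO selective pathways of Table 2, several had more genes over 2-fold between αERKO and WT than nearly all random lists. Random lists were matched on mean expression and not on cell type. Median log2 ratios between αERKO and WT were 7.42 for skeletal muscle genes, 3.42 for lymphocyte genes and -1.31 for mammary epithelium genes. The αERKO shares here and for MAPK signaling and apoptosis therefore cannot be told apart from a different mix of tissue. The share was 45.7% of 92 genes for cell adhesion molecules and 44.8% of 181 genes for cytokine-cytokine receptor interaction, both at the 100th percentile of random lists. It was 38.3% for tight junction (percentile 99.9), 37.0% of 138 genes for focal adhesion (percentile 99.9), 35.9% of 64 genes for TGF-beta signaling (percentile 98.2), 33.8% of 133 genes for regulation of the actin cytoskeleton (percentile 99.3) and 31.7% of 60 genes for adherens junction (percentile 92.5). Between the array labelled βERKO and WT, the shares were 23.9% for cell adhesion molecules (percentile 98.5), 27.1% for cytokine-cytokine receptor interaction (percentile 99.98), 17.0% for tight junction (percentile 87.6), 23.2% for focal adhesion (percentile 99.9), 20.3% for TGF-beta signaling (percentile 96.1), 9.02% for regulation of the actin cytoskeleton (percentile 2.90) and 5.00% for adherens junction (percentile 3.90).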

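For MAPK signaling, 34.3% of the 166 genes measured were over 2-fold between αERKO and WT (percentile 99.5 of random lists), 16 higher and 41 lower on the αERKO array. Between the array labelled βERKO and WT the share was 10.8% (percentile 13.0), 9 higher and 9 lower. For apoptosis, 29.4% of the 68 genes measured were over 2-fold between αERKO and WT (percentile 82.6), 2 higher and 18 lower on the αERKO array, and 11.8% between the array labelled βERKO and WT (percentile 43.1). With a threshold of 3-fold, the shares for αERKO against WT fell to 12.7% for MAPK signaling and 14.7% for apoptosis.

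**Figure D2:**
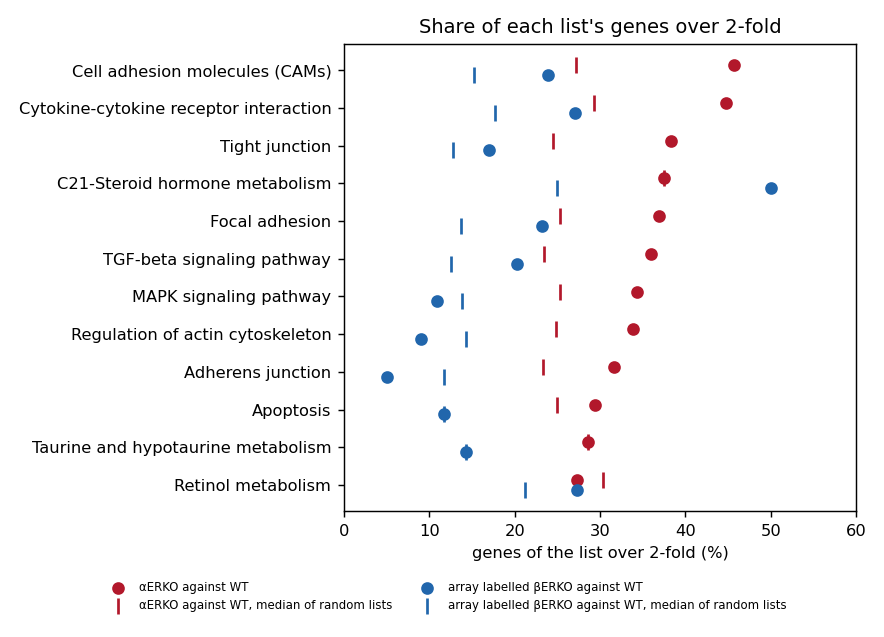
Share of the genes of each list over 2-fold, in percent, for αERKO against WT (red points) and the array labelled βERKO against WT (blue points), with the median of 10000 random lists as a bar of the same colour. The MAPK signaling list stands at 34.3% for αERKO and 10.8% for the array labelled βERKO.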

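For C21-steroid hormone metabolism, 8 genes were measured. Between the array labelled βERKO and WT, 1 of them was over 2-fold higher and 3 were over 2-fold lower (percentile 96.4 of random lists), and 37.5% were over 2-fold between αERKO and WT (percentile 61.4). For retinol metabolism, with 33 genes measured, the share was 27.3% in both comparisons, at percentile 82.8 for the array labelled βERKO and percentile 28.7 for αERKO. For taurine and hypotaurine metabolism, with 7 genes measured, it was 14.3% for the array labelled βERKO (percentile 60.5) and 28.6% for αERKO (percentile 62.0). Over genes good on both arrays of a comparison, the order turned for C21-steroid hormone metabolism, with the lower share for the array labelled βERKO, and for retinol metabolism the share for this array became the higher. Under quantile normalization the share for retinol metabolism was the lower for this array, and at 3-fold the orders for C21-steroid hormone metabolism and for taurine and hypotaurine metabolism turned. No list was made for atrazine degradation. The directions given for the array labelled βERKO rest on an array whose Esr2 signal goes against its label.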

The signaling molecules regulating cell proliferation were differentially regulated in these ERα and ERβ knockout conditions (data not shown).

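A list of 23 genes of proliferating cells, also written by hand, had a median log2 ratio of -0.31 over 19 genes between αERKO and WT (percentile 29.2 of random lists) and of 0.11 over 20 genes between the array labelled βERKO and WT (percentile 46.2). No gene of the list was over 2-fold in either of these comparisons. Between αERKO and the array labelled βERKO, the median log2 ratio was -0.52 (percentile 15.8), and 4 genes were over 2-fold lower on the αERKO array.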

**Table 2:** Analysis of EGF dependent αERKO and βERKO selective pathways in mouse mammary gland organ culture.

Differentially Expressed Pathway	p-Value
**αERKO Selective Pathways**	
MAPK signaling pathway	2.28E-05
Cytokine-cytokine receptor interaction	2.29E-05
Cell adhesion molecules (CAMs)	1.79E-04
Adherence junction	1.05E-03
Focal adhesion	2.21E-03
Regulation of actin cytoskeleton	3.50E-03
TGF-beta signaling pathway	3.98E-03
Tight junction	5.25E-03
Apoptosis	7.62E-03
**βERKO Selective Pathways**	
Taurine and hypotaurine metabolism	6.24E-03
C21-Steroid hormone metabolism	8.97E-03
Atrazine degradation	9.37E-03
Retinol metabolism	9.37E-03

## Discussion

Although ERα and ERβ functions have been extensively studied in various organs [24], [25], studies in ERα and ERβ knockout mice can provide additional insight into the roles of these ligand regulated transcription factors in both normal and neoplastic mammary development. For example, the primary mammary ducts, which are essential for the complete lobuloalveolar development of the mammary gland and for the initiation of lactation, are grossly underdeveloped in αERKO mice. By contrast, mammary development in βERKO mice is similar to that seen in wild-type mice, demonstrating the essential role of ERα (but not ERβ) in normal mammary gland growth and differentiation. Similar differential role of ERα and ERβ in mammary gland development has previously been reported [16], [17].

Pretreatment of αERKO mice with EGF + P supports the normal extension of mammary ducts throughout the fat pad when mammary glands are maintained in organ culture; this observation clearly demonstrates that EGF can substitute for estrogen-mediated ERα functions in normal mammary gland development and differentiation. However, although pretreatment with EGF can support normal ductal expansion in αERKO mice, it does not support the development of preneoplastic mammary lesions induced by DMBA. These data suggest that, despite clear evidence of interactions/cross-talk between E-dependent and EGF-dependent signaling pathways in normal mammary development, neoplastic development in the mouse mammary glands requires a functional ERα.

In addition to its effects in supporting normal mammary development and differentiation, EGF induced PR in the mammary glands of αERKO mice, supporting the results of previous studies in which findings where loss of ERα is often correlated with overexpression of EGFR [26], [22]. Moreover, it has been reported that GPR30, can mediate estrogen dependent signaling and EGFR transactivation by estradiol [27], This is consistent with our results showing that 5 day treatment of αERKO mice with EGF induced GPR30 in the mammary glands. However, present study suggests that there may be estrogen-specific molecular switch that may be required for transformation of mammary epithelial cells, which cannot be turned on by EGF by itself in the absence of estrogen-ERα interactions. Collectively these studies show that EGF can replace estradiol in the absence of ERα and may provide a basis for studies on the ERα and EGFR cross talk in normal mammal mammary gland development.

We analyzed microarray data generated from pooled RNA samples obtained from the mammary glands containing MAL derived from wild-type and βERKO mice and compared these with the RNA samples obtained from mammary glands (without MAL) from αERKO mice. PCA analysis showed major difference in the genomic profile between the RNA from MAL-negative glands of αERKO and MAL-positive glands of WT or βERKO mice. 

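Over the probes that differed in at least 1 comparison, the root mean square difference in log2 normalized intensity was 2.26 between αERKO and the array labelled βERKO, 2.14 between αERKO and WT and 1.71 between the array labelled βERKO and WT. From the PCA, the paper states that glands of αERKO mice, which had no MAL, differ in profile from glands of WT or βERKO mice, which had MAL.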

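Across the probes above background, Pearson's r of log2 normalized intensities was 0.902 between the array labelled βERKO and WT, 0.839 between αERKO and WT and 0.827 between αERKO and the array labelled βERKO. These are correlations across probes of 2 arrays, and probes are not independent replicates. Restricted to the probes good on all 3 arrays, the values rose to 0.955, 0.908 and 0.892, and their order was the same.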

The PCA analysis also indicated that there is a close similarity between the glands containing MAL of βERKO and WT mice (Figure S3). This was further evident by selective differential expression by RNA isolated from the mammary glands of αERKO and βERKO mice as shown in Table 2.

In summary, the results described in this report provide direct evidence for the importance of ERα in normal mammary gland development and during neoplastic transformation. We showed that estrogen can be replaced by EGF for ER mediated function in the absence of ERα for the normal mammary gland development. However EGF in the absence of ERα was ineffective for the development of MAL. The results also indicated that like estrogen, in vivo treatment with EGF can also induce estrogen responsive gene, PR and EGF responsive GPR30 in the glands providing evidence for a cross talk between EGF and estrogen in normal mammary gland development. 

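Values are given for the cyclin D genes Ccnd1, Ccnd2 and Ccnd3 and for Srf, Jun and Fos, which encode SRF, c-Jun and c-Fos. Ccnd1 (GE34820) was near background on the αERKO array and good on the others, at least 2.32-fold lower on αERKO than on WT and at least 4.80-fold lower than on the array labelled βERKO. Its log2 ratio was 1.05 for the array labelled βERKO against WT. Ccnd2 (GE35166) had log2 ratios of -0.30 for αERKO against WT and -0.03 for αERKO against the array labelled βERKO; the second changed sign, to 0.21, under quantile normalization, and also under scaling to the 75th percentile and cyclic loess. Ccnd3 (GE35008) had log2 ratios of -0.69 for αERKO against WT and 0.31 for αERKO against the array labelled βERKO. Srf (GE37776) had log2 ratios of -0.55 for αERKO against WT and -1.18 for αERKO against the array labelled βERKO. The same ratios were -0.34 and -1.13 for Jun (GE35631), and -1.59 and -1.86 for Fos (GE35420). For these 6 genes, the αERKO array had the lower value in 11 of 12 comparisons with the other arrays of the study, each by 1 probe on 1 array per group, and in 10 of 12 under those 3 scalings. The array labelled βERKO had the lower value in 3 of 12, which would be the tally for αERKO if these arrays were exchanged. The SD of log2 ratios between probes of the same accession holds no variation between pools or arrays. It is therefore not the error of a ratio between groups. Against this SD, the ratios of Fos and Ccnd3 to WT lie outside 1 SD and those of Srf, Jun and Ccnd2 lie within it. Under those 3 scalings the ratio of Ccnd3 also lies within it. Against the array labelled βERKO, the ratios of Srf, Jun and Fos lie outside 1 SD, also under those 3 scalings, and those of Ccnd2 and Ccnd3 lie within it under the scaling to the array median. Directions against the array labelled βERKO rest on an array whose Esr2 signal goes against its label.

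**Figure D3:**
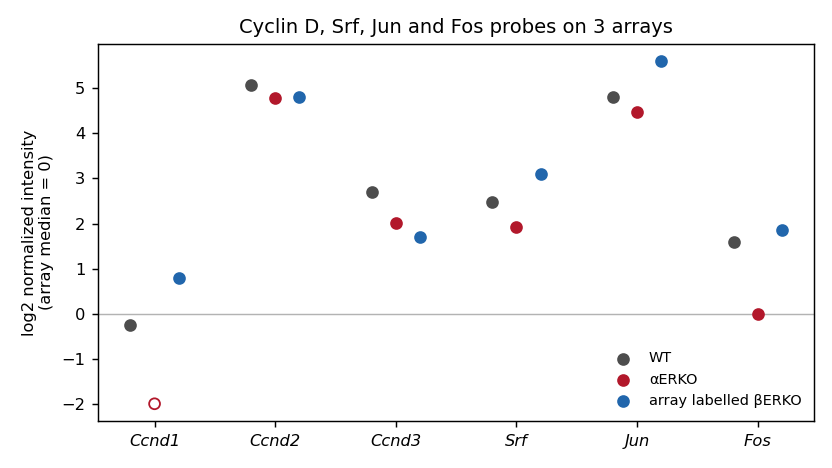
Log2 normalized intensity (array median at 0) of the probes for 6 genes on the WT (grey), αERKO (red) and labelled βERKO (blue) arrays, 1 array per group; an open circle marks a probe near background. The open circle is Ccnd1 on the αERKO array.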

Finally the results from the microarray analyses indicated that the MAP Kinase signaling as well as estrogen dependent signaling resulting in reduced cyclin D and EGF dependent SRF, c-Jun and c-Fos expressions were responsible for the differences in cell proliferation between αERKO and WT or βERKO mice (data not shown). This is the first report to employ MMOC of the ERKO mice to delineate functional differences among αERKO, βERKO and wild type genotypes.

## Supporting Information

Figure S1 **Microarray analyses of RNA obtained from MAL containing glands from WT, αERKO and βERKO mice after MMOC.** Mammary glands were dissected from WT, αERKO or βERKO mice pretreated with 1 mg Progesterone and 25 ng EGF for 5 days. The glands were incubated with sequential combinations of hormones and carcinogen for 24 days as described in the Methods. This treatment schedule induces MAL in these glands. The glands were snap-frozen individually and RNA was extracted and Microarray analyses were performed on pooled RNA samples as described in the Methods. A. Venn diagram of genes >2-Fold in ERKO comparisons (Total 11,588 genes). The diagram indicates the number of genes that 723 genes are differentially expressed in all three comparisons. There are various distributions of number of genes that overlap between each combination.
(TIF) Click here for additional data file.

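By the rule used here, 1391 probes were over 2-fold in all 3 comparisons, of which 406 were good on all 3 arrays, 307 on 2 arrays and 678 on 1 array. In the simulations of unchanged arrays, whose pairs differed for fewer probes than the pair they were drawn from, a mean of 207 probes met this rule. A further 1499 probes were over 2-fold in both comparisons with the array labelled βERKO and not between αERKO and WT, which is the set the rule for ERα-responsive probes would give if the 2 knockout arrays were exchanged, and 1189 in both comparisons with WT and not between the knockout arrays. Probes over 2-fold in a single comparison numbered 2040 for αERKO against the array labelled βERKO, 1064 for αERKO against WT and 583 for the array labelled βERKO against WT. Among the 1391, the αERKO array had the highest value for 701 probes and the lowest for 469, and the array labelled βERKO had the highest for 365 and the lowest for 511, which would be the tally for αERKO under that exchange.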

Figure S2 **Differentially expressed genes in WT, αERKO and βERKO mice.** Genes (11588 genes) that are different in at least one comparison among the three genotypes (B) and 3927 genes >2-Fold in [αKO vs. WT] and [αKO vs. βKO] not [βKO vs. WT] (C). Genes are displayed as normalized to the median intensity of each array. Red = High expression, Yellow = Medium expression, Blue = Low expression. Results show that there is a close similarity between the expression of genes between WT and βERKO mice. However there are major differences between the αERKO mice and the two other genotypes. These results suggest that αER may be significantly more crucial for estradiol function as compared to ERβ (D).

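Of probes good on both arrays of a comparison, 22.2% of 21480 were over 2-fold between αERKO and the array labelled βERKO, 17.7% of 22065 between αERKO and WT and 8.40% of 23072 between the array labelled βERKO and WT.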

(TIF) Click here for additional data file.

Figure S3 **Principal Component Analysis.** Samples are displayed in respect to the two principal components present in 11,588 genes differentially expressed in at least one of three comparisons. Normalized expression differences between the αKO sample and the other two samples comprise the most differences in the data as PCA component 1. Normalized expression differences between WT and the two KO samples comprise the remainder of the differences in the data as PCA component 2.

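On component 1 of the PCA, the αERKO array had a score of 145, the WT array -58.0 and the array labelled βERKO -87.4.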

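On component 2, the WT array had a score of 96.9, the αERKO array -12.2 and the array labelled βERKO -84.7. The array labelled βERKO was thus farther from the WT array on this component than the αERKO array was. With so few arrays, centred scores on this component follow, up to sign and scale, from those on the other component. The order of the arrays on it is therefore not a separate result. Over the same probes, the array labelled βERKO was the closer to WT, with a root mean square difference of 1.71 against 2.14 for αERKO.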

(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

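RNA from cultured mammary glands was measured on CodeLink Mouse Whole Genome arrays, with 1 array per group and, for the study's 3 groups, RNA of 5 mice pooled per array. The 3 groups are WT, αERKO and βERKO glands after 24 days of culture with DMBA. Because the Esr2 probe is brightest on the array of βERKO glands, it is called the array labelled βERKO. Another 4 deposited arrays, which the paper does not report on, hold WT glands after 10 and after 24 days of culture without DMBA, and BALB/c glands after 24 days of culture with and without vitamin D5; for the BALB/c arrays, neither DMBA nor the dose of vitamin D5 is stated in the titles.

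The authors hybridized and scanned the arrays, and the deposited intensity of each spot is its mean signal less the median of its local background, with a quality call by the CodeLink Expression Analysis software. The authors also deposited a normalized intensity, and analysed the data in GeneSpring GX. The deposited series table holds normalized intensities to 2 decimals for 36227 entries whose probes are not named in it; each of its columns has a median of 1, and it was used for counts only. Which filter the authors applied before that table was made is unknown.

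Intensities of the 34967 gene probes were divided by the median over gene probes of their array, as the paper's methods state, with the 320 negative and 300 positive control spots left out. A probe counted as above background where the software called its spot good on at least 1 of the 3 arrays. Values at or below 0 were raised to the array's lowest value above 0, and log2 was taken. Probes over 2-fold were counted in each comparison. For the arrays that the paper does not report on, probes good on at least 1 of the 2 arrays compared were counted. With 1 array per group no test was run, and no p-value is given. A probe near background on 1 array has only a bound, computed against the higher of the lowest good value on that array and the probe's own value.

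The median intensity of gene probes lay between 39.1 and 53.0 over the 7 arrays, over a median local background between 80 and 83. Dim probes are therefore imprecise: of probes near background on both arrays of a pair, between 41.0% and 44.8% had values more than 2-fold apart over the 21 pairs of arrays. The number of arrays limits the precision of each ratio.

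Probes were named through RefSeq's gene table for mouse, whose assembly is GRCm38.p6 and of which no coordinate is used, since the deposited tables name no genome build. It matched 14763 of 15553 probes with a RefSeq accession, to 13971 symbols. A gene with several probes is given by the probe with the highest mean log2 value over the 7 arrays. The genes named are those the paper names, the 5 with the largest rise and the 5 with the largest fall in each of the study's comparisons among probes good on both arrays, the 5 ERα-responsive genes each way with the largest smaller change among probes good on all 3 arrays, and the 3 each way for 3 comparisons between other arrays. Only the first of these are named; genes outside the rule are named with a statement that they were chosen after their values were seen.

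Lists of genes for 12 pathways, 8 cell types and 3 responses (targets of the aryl hydrocarbon, estrogen and vitamin D receptors) were written by hand before the data were examined and are not the study's gene sets. The share of a list's genes over 2-fold, or the median of its log2 ratios, is given with its percentile among 10000 random lists of the same size, drawn within 20 bins of mean expression. Lists with fewer than 3 genes measured in a comparison were left out, which removed the list of vitamin D receptor targets.

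Alternatives were quantile normalization, the 75th percentile of each array, cyclic loess, normexp background correction with an offset of 50, the deposited normalized intensities, the series table, other background filters, a floor at the detection limit, thresholds of 3-fold and 1.5-fold, counts of symbols or accessions and a median over all spots. An alternative count was taken as close when within 1.5 times the first value. An alternative share was taken as close when inside its exact 95% binomial interval, a log2 ratio when within the SD of log2 ratios between probes of the same accession (for a gene the paper names, also of the same sign), and a correlation when within 0.05. Unchanged arrays were simulated 20 times by drawing, within bins of mean value, differences between the WT 10-day array and the BALB/c array with vitamin D5, the pair with the lowest count over 2-fold.

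The counting and the list percentiles were tested on simulated data. For αERKO against WT, simulated on 25956 probes with 100 of them changed and a noise SD of 0.15 on the log2 scale, 100% of the changed probes were recovered with 0 unchanged probes called, which tests the counting and not its error rate. With the SD of the log2 ratio set to 0.61, as measured between probes of the same accession for this comparison, 98% of the 100 changed probes were recovered and 2582 unchanged probes were called. In both simulations the changed probes were moved well past the 2-fold threshold, and dim values were raised to a floor. Recovery of changes near 2-fold and the noise of dim probes were therefore not tested. A list raised by 1 on the log2 scale came out at percentile 100 and an unchanged list at percentile 38.3.

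Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 for the normalizations.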

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

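In this part, the tests of stray signal and of the scaling were chosen before their results were seen, and all other tests were chosen only after the result was seen. Each value rests on 1 array per group.

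The Esr2 probe, which the paper's array results do not discuss, was good on the array labelled βERKO, where its log2 normalized intensity of 0.87 was the highest of the 7 arrays. Of the other arrays, it was good only on the array of WT glands after 24 days without DMBA. An exchange of the αERKO array and the array labelled βERKO would place the Esr1 signal on the array labelled αERKO, but the Esr1 probe was near background on both and was good on only 2 of the 5 arrays of wild-type glands, so this probe is too dim to tell and the exchange stays open. Stray signal on the spot could also give such a value. Of the probes not good on the other 6 arrays, 0.0633% were good on the array labelled βERKO and as bright as the Esr2 probe, against 1.69% on the αERKO array and between 0% and 0.114% on the other 5 arrays. The Esr2 probe is not in that set, and stray signal on 1 spot cannot be told apart from transcript. A transcript that remains in the knockout and is still bound by the probe was not tested, since the position of the probe on the gene is not used here.

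Skeletal muscle genes, which the paper does not discuss, had a median log2 ratio of 7.42 between αERKO and WT over 11 genes, with all 11 over 2-fold higher on the αERKO array. The median was at the 100th percentile of random lists, and it was 5.27 over genes good on both arrays. The brightest genes of the list were Tnni2, with log2 normalized intensities of 9.22 on the αERKO array and 0.74 on the WT array, and Tnnc2, with 8.61 on the αERKO array and near background on the WT array. Of the 11 genes, 7 were good on the WT array, and 0 are on another list of cell type genes. The median stayed at 7.37 under quantile normalization, which argues against the scaling to the array median as the source. A lower share of epithelium alone would raise the lists of other cell types alike, but the macrophage list fell, with a median of -1.61. The mammary epithelium list fell too, with a median of -1.31 and 16 of 26 genes over 2-fold lower and 1 higher. A lower share of epithelium as part of the difference therefore stays open. Muscle tissue in the pooled RNA is a candidate explanation that the value of 7.42 is consistent with, and the list was also higher on the array labelled βERKO than on the WT array, with a median of 2.19. An effect of the genotype on muscle genes was not tested and stays open.

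Lymphocyte genes, also not discussed in the paper, had a median log2 ratio of 3.42 between αERKO and WT over 9 genes, 7 of them over 2-fold higher on the αERKO array and 0 lower. The median was 2.09 over genes good on both arrays. The brightest genes on the αERKO array, chosen after their values were seen, were Cd3g, with a log2 normalized intensity of 4.43, and Lck, with 4.37 against 0.74 on the WT array. Of the 9 genes, 5 were good on the WT array, and 0 are on another list of cell type genes. Lymphoid tissue in the pooled RNA is a candidate explanation that the value of 3.42 is consistent with. A difference in lymphocytes that goes with the genotype was not tested.

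The knockout arrays together stood apart from the 5 arrays of wild-type glands for 25 probes, 14 higher and 11 lower, when values had to lie within 1 on the log2 scale inside each set of arrays and more than 2 apart between them. Of the 21 pairs of arrays, 4.76% gave as many such probes, which is the knockout pair alone, and the next pair, αERKO and WT, gave 8. This argues against a split as good as any other. According to the paper, the knockout and WT mice come from different stocks, so sequence differences under single probes could give such shifts. Only 2 of these probes have another probe of the same gene or accession that was good on all 7 arrays. The other probe of Ints1 (GE1524596), a gene chosen after its values were seen, shifted by -0.23 where the first (GE1479750) shifted by 3.09, and the other one (GE1521238) shifted by -0.06. With so few probes, sequence differences under the probes cannot be told apart from a change in expression shared by both knockouts, which stays open. The Hspe1 probe is among the 25, with a shift of -5.85.

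Arrays that the paper does not report on also differed. Between the WT arrays with and without DMBA, 5175 probes were over 2-fold, 2822 higher and 2353 lower with DMBA, among probes good on at least 1 of the 2 arrays; by the same filter the array labelled βERKO and the WT array differed for 4212. Among probes good on both arrays there were 2712, against 1938 for the array labelled βERKO and WT, which argues against noise of dim probes as the source of the excess. The fibroblast list had a median log2 ratio of 2.70 with against without DMBA over 16 genes, 15 of them over 2-fold higher, which is consistent with a different share of fibroblasts in the pooled RNA. The change is not of fibroblasts alone, since the medians were 2.30 for endothelium (11 of 11 genes over 2-fold higher), 1.73 for macrophages, 1.64 for adipocytes and -0.71 for mammary epithelium, so a higher share of stroma at large also stays open. The brightest fibroblast genes, chosen after their values were seen, were Sparc, with log2 normalized intensities of 7.57 and 5.75, and Vim, with 7.20 and 5.75. Of the 16 genes, 12 were good on the array without DMBA. The design also names DMBA as a biological difference, which stays open.

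Between the WT arrays of 24 and 10 days without DMBA, 3367 probes were over 2-fold, 1643 higher and 1724 lower at 24 days. The adipocyte list had a median log2 ratio of 1.74 over 18 genes, 14 of them over 2-fold higher at 24 days, which is consistent with a different share of adipocytes in the pooled RNA. Macrophages, with a median of 1.27, and endothelium, with 0.96, rose as well, while fibroblasts had -0.40. All 18 genes were good on the 10-day array, and the brightest, Fabp4, chosen after its values were seen, had log2 normalized intensities of 9.19 at 24 days and 7.85 at 10 days. The time in culture is a biological difference of the design and stays open.

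Between the BALB/c arrays with and without vitamin D5, 3461 probes were over 2-fold, 1454 higher and 2007 lower with vitamin D5. Of these, 14.4% were good on both arrays, so noise of dim probes may account for most of the count. An effect of vitamin D5 on the probes that were good on both arrays, 497 in number, stays open.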

How the results depend on the processing

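Each count, share, ratio and correlation was computed again with 1 choice changed at a time. Counting probes good on at least 1 of the 2 arrays compared, and leaving out masked spots, were alternatives chosen after seeing the data. Of 537 alternative values for 186 results, 404 stayed close to the first value, 132 moved and 1 reversed. A change of sign counted as a reversal only where the first ratio was over 2-fold. Another 4 values within 2-fold changed sign under quantile normalization. The log2 ratios of Ccnd2 between αERKO and the array labelled βERKO and of Egfr between αERKO and WT are counted as moved. The other values are medians of lists and are counted as close. For mammary epithelium between 24 and 10 days the median went from 0.01 to -0.15. For lymphocytes between BALB/c with and without vitamin D5 it went from 0.06 to -0.04. No paired analysis was possible because there is 1 array per group, and for the same reason no analysis that leaves out an array was run. The causes of the changes below were not tested, except that a higher or lower threshold and a stricter or looser filter change the counts by construction.

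Counts are given in the order αERKO against the array labelled βERKO, αERKO against WT, the array labelled βERKO against WT, any comparison, all 3 comparisons and ERα-responsive. With normexp and an offset of 50 they were 3226, 2637, 1160, 4317, 224 and 1533. Over probes good on both arrays (all 3 arrays for the last 3 counts) they were 4775, 3916, 1938, 6030, 406 and 2121. At 3-fold they were 4467, 3867, 2298, 6425, 429 and 1918, and at 1.5-fold 14612, 12887, 8940, 18251, 3935 and 5985. For the array labelled βERKO against WT, the series table gave 7434, no background filter 7326 and dim values raised to the detection limit 2917. For all 3 comparisons, no background filter gave 2098, the series table 2057, dim values raised to the limit 579 and probes good on at least 1 of the 2 arrays 713. These 6 counts were within 1.5 times the first value under quantile normalization, the 75th percentile, cyclic loess, the deposited normalized intensities, a median over all spots, a filter on negative controls, masked spots left out and symbols or accessions in place of probes.

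For WT with against without DMBA, 24 against 10 days and BALB/c with against without vitamin D5, normexp gave 1503, 455 and 177. Probes good on both arrays gave 2712, 1027 and 497, 3-fold gave 2244, 1542 and 1871, and 1.5-fold gave 10204, 7016 and 6459. The series table gave 8452, 6728 and 6482, and no background filter gave 8294, 6595 and 6348. Dim values raised to the limit gave 2018 for 24 against 10 days and 2292 for vitamin D5, where a filter on negative controls gave 1711.

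Correlations between arrays rose over probes good on all 3 arrays to 0.892 for αERKO and the array labelled βERKO, 0.908 for αERKO and WT and 0.955 for the array labelled βERKO and WT. At 3-fold, the share of the apoptosis list was 17.6% for αERKO against the array labelled βERKO, 14.7% for αERKO against WT and 4.41% for the array labelled βERKO against WT, and that of MAPK signaling was 22.9%, 12.7% and 4.22%. The share of variance on component 1 stayed between 65.5% and 79.2%, and probes above background between 20895 and 34966. The direction of Prl2c3 between αERKO and the array labelled βERKO reversed on its other probe, to a log2 ratio of 0.37.

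For αERKO against the array labelled βERKO, which direction prevails depends on the scaling. The median log2 ratio over probes above background moved from -0.17 to 0.01 at the 75th percentile and 0.04 under cyclic loess, and the share of probes over 2-fold that were higher on αERKO from 45.3% to 56.1% and 54.7%, while under quantile normalization it was 49.1%. For αERKO against WT that share rose above an even split only at the 75th percentile among the scalings, to 54.0%. For the array labelled βERKO against WT it lay between 41.7% and 46.5% under these 4 scalings. Normexp brought 67 of 76 ratios of named genes nearer 0. Depth limits dim probes, since the median intensity of gene probes lies below the median local background on each array.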

Differences from the paper's values

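The setting that reaches the paper's value below was chosen only after the values were seen. The paper gives 723 genes over 2-fold in all 3 comparisons, and 1391 probes were counted here. Of the alternatives set before the data were examined, raising dim values to the detection limit gave 579, within 1.5 times the paper's value. The others did not come within it: quantile normalization gave 1328, the 75th percentile 1421, cyclic loess 1353, normexp 224, the deposited normalized intensities 1393, the series table 2057, no background filter 2098, probes good on all 3 arrays 406, the filter on negative controls 1344, 3-fold 429, 1.5-fold 3935, symbols or accessions 1360 and a median over all spots 1385. Counting in each comparison the probes good on at least 1 of its 2 arrays, a setting chosen after seeing the values, gave 713. The same setting gave 8123 for αERKO against the array labelled βERKO, 7169 for αERKO against WT, 4212 for the array labelled βERKO against WT, 11589 for any comparison and 3915 for ERα-responsive, where the paper gives 8141, 7190, 4218, 11588 and 3927. Which of the paper's genes this setting drops is not known, since the paper does not list them.

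The paper states that 9 pathways are specific to αERKO. On each of the 9 lists used here, which are not the study's gene sets, the share of genes over 2-fold against WT was higher for αERKO than for the array labelled βERKO, but for 4 of them the share for the array labelled βERKO was also above the 95th percentile of random lists. If the arrays were exchanged, which stays open, the share would be higher for αERKO on 0 of the 9, and 7 lists would be above the 95th percentile for βERKO. The 4 lists were cytokine-cytokine receptor interaction (27.1%), focal adhesion (23.2%), cell adhesion molecules (23.9%) and TGF-beta signaling (20.3%). None of these shares allows for a different mix of tissue between the arrays. The paper also states that taurine and hypotaurine metabolism is among the pathways specific to βERKO. Of the 3 lists made for such pathways, the share was higher for the array labelled βERKO on 1 (C21-steroid hormone metabolism), equal on 1 and lower on 1. Over genes good on both arrays, the share for C21-steroid hormone metabolism was 20% for the array labelled βERKO and 40% for αERKO, and for retinol metabolism 18.2% and 5.26%. Under quantile normalization the share for C21-steroid hormone metabolism was the same in both, and for retinol metabolism it was 24.2% for the array labelled βERKO and 27.3% for αERKO. At 3-fold, the shares for the array labelled βERKO and αERKO were 25% and 37.5% for C21-steroid hormone metabolism, 18.2% in both for retinol metabolism, and 14.3% and 0% for taurine and hypotaurine metabolism, so none of the 3 orders held under all of these settings. For taurine and hypotaurine metabolism, 14.3% of 7 genes were over 2-fold between the array labelled βERKO and WT and 28.6% between αERKO and WT.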

Other observations

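Apart from the test of a lost response to DMBA, which was chosen before its result was seen, all tests in this part were chosen only after the result was seen.

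The array values of genes the paper measured by other means are given without a replicate check. Log2 normalized intensities of Pgr were 0.95 on the αERKO array, 0.09 on the array labelled βERKO and 0.69 on the WT array, and those of Gper1, which encodes GPR30, were 0.40, -0.13 and 0.11. Egf had a log2 ratio of 1.16 between αERKO and WT and Egfr of -0.11, whose sign changed under quantile normalization.

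Between αERKO and WT, 46 probes were at least 16-fold lower and 170 at least 16-fold higher on the αERKO array; for the array labelled βERKO against WT there were 27 and 35. The 46 probes had a median log2 difference of -4.66 from WT on the αERKO array and of -2.28 on the array labelled βERKO. Among genes with low values on the αERKO array, chosen after their values were seen, Cdkn1a had a log2 normalized intensity of 1.48 there and between 6.99 and 7.79 on the arrays of wild-type glands, and Hmox1 had 2.62 there and between 7.32 and 9.13. If a 10-day in place of a 24-day culture of the αERKO glands were the source, the 46 probes would be as low at 10 days, but their median log2 difference between 10 and 24 days was -0.33 in WT glands without DMBA. A lost response to DMBA as the whole source would leave them as low without DMBA, but their median difference was -0.45. A lower share of epithelium as the whole source would lower epithelial genes by at least 16-fold as a set, but the median log2 ratio of their list was -1.31, and Krt18, the brightest of its genes on the αERKO array and chosen after its values were seen, had log2 normalized intensities of 7.38 on the αERKO array and 7.42 on the WT array. A culture shorter than 10 days and tissue that was not cultured stay open, as does the genotype. Hba-a1, also chosen after its values were seen, was at 9.17 on the αERKO array and between 1.17 and 5.18 on the others.

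Over probes good on all 7 arrays, the 10-day WT array was closest to the BALB/c array with vitamin D5, with r of 0.988. Among probes good on at least 1 of the 2 arrays, this pair differed for 2745 probes, the lowest count of the 21 pairs. Among probes good on both arrays the count was 451, against 413 for the 10-day WT array and the other BALB/c array. If the arrays labelled C57 and BALB/c held 1 strain, no more probes would split the BALB/c arrays from the others than split other pairs. Under the same rule as for the knockout pair, 3 probes split the BALB/c arrays from the 3 C57 arrays, while 10 split the WT 24-day arrays with and without DMBA from the rest. With counts this low, 1 strain for these arrays could not be told apart from 2.

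Over probes good on all 7 arrays, the array labelled βERKO had r of 0.964 with the WT array without DMBA. With the WT array with DMBA it was 0.958. Without this restriction of the probes the order turned, with r of 0.906 and 0.908. Which of these arrays was the closer therefore depends on the probes taken. Probes good on both of these WT arrays and over 2-fold between them were taken where they were also good on the array set beside them. Of 2597 such probes, 54.2% lay nearer the array without DMBA on the array labelled βERKO. The share was 23.2% of 2440 probes on the αERKO array, 80.4% of 2486 on the 10-day WT array, 70.4% of 2472 on the BALB/c array and 72.4% of 2509 on the BALB/c array with vitamin D5. A missing response to DMBA in the glands of the array labelled βERKO cannot be told from this share, which lies near an even split. A higher share of fibroblasts on the WT array with DMBA is consistent with the fibroblast list, whose median between the array labelled βERKO and WT was -0.94, but endothelium, with -1.37, macrophages, with -1.86, and adipocytes, with -0.60, were lower too. Of the 16 fibroblast genes, 8 were over 2-fold lower, and the 2 brightest, Sparc and Vim, chosen after their values were seen, were higher on the array labelled βERKO, with log2 normalized intensities of 7.84 against 7.57 and 7.51 against 7.20. The share of fibroblasts therefore stays open. DMBA is not named in the deposited titles of the knockout arrays.

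Other lists moved as follows. Between αERKO and WT, the median log2 ratio was 0.28 for adipocytes, 0.18 for fibroblasts and -0.25 for endothelium. Between 24 and 10 days it was -0.77 for proliferating cells, and between BALB/c with and without vitamin D5 it was 0.72 for fibroblasts, 0.71 for proliferating cells and 0.46 for mammary epithelium. Targets of the aryl hydrocarbon receptor had a median of 1.38 between the array labelled βERKO and WT, at the 100th percentile of random lists, and of -0.40 between αERKO and WT. Targets of the estrogen receptor had medians of 0.03 between αERKO and WT, at percentile 91.8, of -0.28 between the array labelled βERKO and WT, at percentile 0.190, and of 0.28 between αERKO and the array labelled βERKO, at percentile 99.5. The genotype these values belong to rests on the labels, whose exchange stays open. Targets of the vitamin D receptor had too few genes measured for a value.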
